A study of Homo sapiens with 4 samples.

How the data were processed

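Poly(A) RNA was sequenced from NCI-H1048 cells in 4 libraries. Per the labels' protocols, RNA was extracted with TRIzol and chloroform, treated with DNase, selected with NEBNext poly(A) beads and made into libraries with the NEBNext Ultra II RNA kit. The labels give the groups: COLCA2 gRNA with 2 different guides, POU2F3 gRNA with 1 library and non-targeting gRNA with 1 library. The aligner, counter, genome build, annotation, guide positions and use of the strand are not stated.

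Per the file headers, the deposited values are normalized counts per gene, a linear signal on which no logarithm was taken. In each library 100% of the values were whole multiples of 1 step, so the deposited signal equals a whole number of reads per gene divided by 1 factor per library. How the authors chose that factor is not stated. The factors recovered from the steps were 0.965 for COLCA2 gRNA 1, 0.850 for COLCA2 gRNA 2, 1.19 for POU2F3 gRNA and 1.05 for the non-targeting gRNA, each being 1 divided by the step. Whole values do not exclude that estimated counts were rounded before division. The deposited totals ranged from 24289427 to 25575310. Confidence intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

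The tables held 38145 gene rows with 35979 symbols, and 1149 symbols had more than 1 row. Annotated alternate copies of a gene could take all of its reads in one library and none in another: the primary ALOX5 row was listed at 0 with COLCA2 gRNA 1 while a second ALOX5 row had a normalized count of 1261 there. Rows of the same symbol were therefore summed, a choice made after the rows had been seen, and values per row are given as an alternative. Of 153 rows past the expression minimum that were listed at 0 in a library, 99 (64.7%) had a second row of the same symbol, against 6.38% of the other rows. After summing, 57 genes past the minimum were still listed at 0 in a library.

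Genes with a mean of at least 20 over the 4 libraries were kept, which left 14940. Each library was compared with the non-targeting library as a log2 ratio with a pseudocount of 1, and genes at least 2-fold apart were counted without a test, because 2 of the 3 groups held 1 library. For COLCA2, both guides had to pass. For a gene listed at 0 in a library, the fold is a bound computed against 3 reads. The bound allows for few reads only. It would not hold if a 0 came from the way reads were assigned to genes. The 2-fold counts, lists, expression minimum and alternatives were chosen before the data were examined, except where stated. Named genes are the targeted genes, their partners, members of the tuft and neuroendocrine lists and, for each target and for both, the 5 largest falls and rises among genes reaching 100 in the higher library. Genes were ranked by the smaller of the changes with the guides for COLCA2 and by the smallest of the 3 changes for both, where a gene had to reach 100 in the comparison of each target. That rule was read as leaving out symbols that only name a clone. Genes of the other lists were named after their values were seen.

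Lists of tuft (29 genes), neuroendocrine (20), non-neuroendocrine (20), proliferation (24), p53 target (20), interferon (23) and reference (14) genes came from general knowledge. Squamous (20) and mesenchymal (16) lists for the closing section were written before the values of those lists were looked at, though a rise of KRT13 and of SERPINB genes had been seen. Each median was ranked among 10000 random lists of the same size drawn within 20 expression bins. No list had a member at or under 3 reads on 1 side of a ratio. Because all ratios share 1 control, 100 sets of libraries without any effect were simulated from a negative binomial model, with edgeR dispersions that rest in effect on the COLCA2 pair.

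As an alternative, edgeR's quasi-likelihood test was run on the recovered reads with 3 groups, TMM normalization and Benjamini-Hochberg adjustment at 0.05. Its 1 residual degree of freedom comes from the COLCA2 guides, so for POU2F3 it borrows their spread and compares libraries, not conditions. The other alternatives were 3 scalings, other pseudocounts, expression minimums and fold thresholds, each guide left out, Spearman's rho, the mean over a list, the mean of the guides, values per row and the exclusion of genes listed at 0; the last pair was added after the data had been seen, as were the medians of every list but the tuft and neuroendocrine ones, and the list differences between POU2F3 and COLCA2 gRNA, as results to vary. The scripts were tested on simulated data with 200 of 14940 genes changed 4-fold, alike in every library with a targeting gRNA. The dispersions followed the edgeR trend over expression, not the values per gene. The recovery therefore does not measure how well changes near 2-fold are found. The 2-fold threshold recovered 98% of them for POU2F3 and called 290 unchanged genes. With both guides it recovered 98.5% and called 75. The edgeR test recovered 90.5% for POU2F3 and 98% for COLCA2, with 12 and 13 unchanged genes called.

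Gene positions come from GENCODE release 29 (GRCh38), matched by gene identifier. GC content and length of the longest transcript were available for 97.9% of the genes and for at least 95% of each list, and a robust regression on splines of both was used to remove their trend. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.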

Results

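RNA sequencing of poly(A)-selected RNA was compared across 4 libraries of NCI-H1048, an established human small cell lung cancer line that the study places in the tuft cell-like subtype, which depends on the transcription factor POU2F3. Tuft cells are rare chemosensory epithelial cells. The cells had received a guide RNA (gRNA) against COLCA2, a gRNA against POU2F3 or a non-targeting gRNA. The COLCA2 group held 2 libraries, each made with a different guide, and the POU2F3 and non-targeting groups held 1 library each. The reads assigned to genes, recovered from the normalized counts, numbered 24668649 with COLCA2 gRNA 1, 21587741 with COLCA2 gRNA 2, 29632382 with POU2F3 gRNA and 25435970 with the non-targeting gRNA. The 10 most abundant genes took between 4.21% and 4.88% of the total in each library. Over the 14940 genes with a mean normalized count of at least 20, the log2 values of the COLCA2 guides correlated across genes with a Pearson r of 0.984. The POU2F3 gRNA library had an r of 0.981 with each of them, and the non-targeting library had an r of 0.947 with COLCA2 gRNA 1, 0.940 with COLCA2 gRNA 2 and 0.950 with POU2F3 gRNA. Genes are not independent replicates, so these values only describe the libraries.

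Every ratio below has the same single non-targeting library as its control, and the POU2F3 gRNA library had no replicate. Differences from the non-targeting library therefore had no replicate check, and no p-value across genes is given. The spread between the COLCA2 guides, which holds guide, culture and library differences together, was the only measure of error within a group. Ratios are on the log2(normalized count + 1) scale, which understates the change of low genes.

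The targeted genes were examined first in every library. POU2F3 (ENSG00000137709) lies on the plus strand of chromosome 11 at 120236640 to 120319944 in GRCh38. Its normalized count was 14602 in the non-targeting library and 1449 in the POU2F3 gRNA library, a log2 ratio of -3.33. The POU2F3 gRNA library thus held 9.92% of the non-targeting level, with a 95% exact (Clopper-Pearson) interval of 9.43% to 10.4% that covers counting error only. The normalized count of POU2F3 was 3677 with COLCA2 gRNA 1 and 2351 with COLCA2 gRNA 2, and the mean log2 ratio was -2.31 ± 0.46 (SD, n = 2). COLCA2 (ENSG00000214290) lies on the same strand at 111298555 to 111308735. Its normalized count was 5585 in the non-targeting library, 3119 with COLCA2 gRNA 1 and 3541 with COLCA2 gRNA 2, and the mean log2 ratio was -0.75 ± 0.13 (SD, n = 2). The fall exceeded the spread between the guides in both libraries. COLCA2 was lowest in the POU2F3 gRNA library, with a normalized count of 1393 and a log2 ratio of -2.00. An antisense gene, COLCA1, overlaps COLCA2 by 6491 bp and was not analysed here. Whether the counting used the strand is not stated, so the COLCA2 values are uncertain to that extent. Transcript levels also do not measure how much of a coding sequence was disrupted. Leaving out a guide moved the mean COLCA2 ratio most, to -0.66 without gRNA 1 and -0.84 without gRNA 2.

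C11orf53 (POU2AF2, ENSG00000150750), the study's other co-activator gene, lies 12154 bp before COLCA2 at 111245805 to 111286401. Its normalized count fell from 1853 in the non-targeting library to 195 with POU2F3 gRNA, a log2 ratio of -3.24. With the COLCA2 guides the mean log2 ratio of C11orf53 was -1.82 ± 0.11 (SD, n = 2). POU2AF1 had log2 ratios of 0.16 and -0.16 with COLCA2 gRNA 1 and 2 and 0.87 with POU2F3 gRNA, from 69 to 198 reads per library. POU2F1 had log2 ratios of -0.72 and -0.48 with COLCA2 gRNA 1 and 2 and -0.57 with POU2F3 gRNA. POU2F2 had between 3 and 16 reads per library and fell below the expression minimum.

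**Figure D1:**
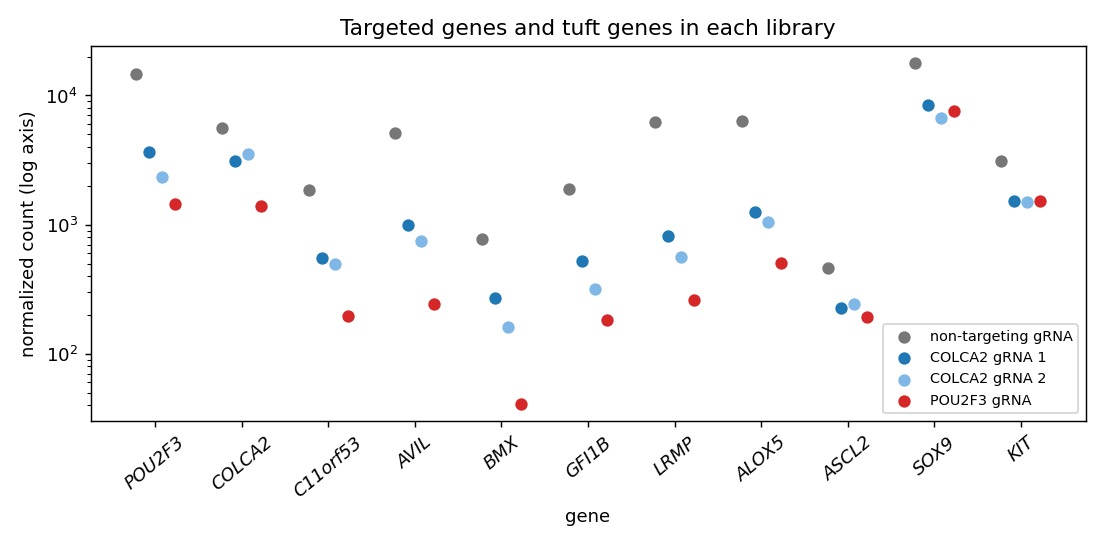
Normalized counts (log axis) of the targeted genes POU2F3 and COLCA2, of C11orf53 and of 8 other genes of the tuft list; each point is 1 library and there are no error bars. All 11 genes were highest in the non-targeting library, and COLCA2 was lowest in the POU2F3 gRNA library at 1393.

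The first comparison asked how the transcriptome differed after targeting POU2F3. In the POU2F3 gRNA library 455 genes were at least 2-fold lower and 1005 at least 2-fold higher than in the non-targeting library. A 4-fold threshold gave 113 lower and 365 higher genes for POU2F3 gRNA, and analysis without the expression minimum gave 1639 and 2551. Libraries simulated without any effect, at the spread seen between the COLCA2 guides, gave on average 135 lower and 137 higher genes. The largest falls by the preset rule were those of AMMECR1L, MPP7, AMY2A, ADH1C and AMY1C. AMMECR1L, MPP7 and ADH1C were listed at 0 with POU2F3 gRNA and were at least 75.5-fold, 72.1-fold and 42.1-fold lower. AMMECR1L had 14 reads with COLCA2 gRNA 1 and 150 with COLCA2 gRNA 2, and MPP7 had 34 and 0, so both genes varied widely within the COLCA2 group. AMY2A had a log2 ratio of -6.95 and AMY1C of -6.21, values that are uncertain because amylase genes are near-identical copies. The largest rises were those of ZBTB47, KRT13, ANXA8L1, IGFBP5 and CPA4. ZBTB47 was listed at 0 in the non-targeting library and was at least 73.5-fold higher with POU2F3 gRNA. The bounds and ranks of genes listed at 0 assume that the 0 is not an error of read assignment, which was not tested for these genes. Among genes above 0 in every library, the largest fall was that of AMY2A and the largest rise that of KRT13. ANXA8L1, which also has near-identical copies, had a log2 ratio of 5.43, with only 3 reads in the non-targeting library. The log2 ratio was 5.89 for KRT13, 4.95 for IGFBP5 and 4.94 for CPA4.

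The second comparison asked the same after targeting COLCA2. COLCA2 gRNA 1 gave 477 genes at least 2-fold lower and 962 at least 2-fold higher than the non-targeting library, and COLCA2 gRNA 2 gave 544 and 1083. With both guides 302 genes were lower and 865 higher, against averages of 28.4 and 48.7 in the simulated libraries. The guides themselves differed at least 2-fold at 331 genes, and the simulation, whose spread was taken from this pair, gave 302 on average. Ranked by the smaller of the changes with the guides, the largest falls were those of FGF12, SCN3A, TMEM238L, PSD2 and LRMP, which were also the largest shared by both targets when ranked by the smallest change over the 3 libraries. By the mean of the guides MPP7 had a log2 ratio of -4.92, a value that rests on the pseudocount. MPP7 had -2.33 with COLCA2 gRNA 1 and was listed at 0 with COLCA2 gRNA 2, where the bound against 3 reads was -5.68. Whether it fell further than FGF12 is therefore not known. FGF12 had 19 reads with COLCA2 gRNA 1, 2 with COLCA2 gRNA 2, 3 with POU2F3 gRNA and 211 in the non-targeting library. The mean log2 ratios with the COLCA2 guides were -3.35 ± 0.44 for SCN3A, -3.05 ± 0.037 for TMEM238L, -3.33 ± 0.46 for PSD2 and -3.20 ± 0.37 for LRMP (SD, n = 2). By the same ranking, the largest rises were those of SERPINB7, ZBTB47, ANXA8L1, UGT1A7 and SERPINB2. SERPINB7, ZBTB47 and UGT1A7 were listed at 0 in the non-targeting library, so their ranks rest on that single value. Among genes above 0 in every library, ANXA8L1 rose most by the same ranking, from only 3 reads in the non-targeting library. SERPINB7 was at least 33.7-fold higher with COLCA2 gRNA 1 and at least 46.0-fold higher with COLCA2 gRNA 2. UGT1A7 was at least 36.2-fold and 22.2-fold higher, and it shares exons with other UGT1A genes, so its count is uncertain. SERPINB2 had a mean log2 ratio of 5.91 ± 0.28 (SD, n = 2).

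The third comparison asked how far the changes with both targets coincided. Of the genes at least 2-fold lower with POU2F3 gRNA, 224 (49.2%) were also lower with both COLCA2 guides, and of those higher, 731 (72.7%) were also higher with both guides. The simulated libraries, which shared their control in the same way, gave averages of 9.53 and 26.2 genes. Across genes the log2 ratio with POU2F3 gRNA correlated with the mean of the COLCA2 guides with a Pearson r of 0.860 and a Spearman rho of 0.782. The sharing of 1 control alone gave an average r of 0.577 and at most 0.614 in 100 simulated sets. The alternative that moved r most was the removal of the expression minimum, which gave 0.731. Among genes that reached a normalized count of 100 in the comparison of each target, ranked by the smallest change over the 3 libraries, the largest shared rises were those of ZBTB47, ANXA8L1, CPA4, KRT13 and IGFBP5. That minimum left out UGT1A7 and SERPINB7, whose normalized counts with POU2F3 gRNA were 46.2 and 36.9. Their smallest log2 ratios of 5.56 and 5.25 rest on the pseudocount, since both were listed at 0 in the non-targeting library. Computed against 3 reads, their bounds with POU2F3 gRNA were 4.01 and 3.69 on the log2 scale, below the 4.94 of CPA4. Whether either gene rose further than CPA4 is therefore not known. The first rank of ZBTB47 also rests on a 0 in the non-targeting library, and ANXA8L1 came first among genes above 0 in every library. Opposite 2-fold changes occurred at 3 genes, named after their values were seen. RYR1 and AL662899.2 were higher with POU2F3 gRNA and lower with both COLCA2 guides, and SYT16 was lower and higher, respectively. RYR1 had 318 reads with POU2F3 gRNA, 43 in the non-targeting library and 16 and 15 with COLCA2 gRNA 1 and 2. SYT16 was listed at 0 with POU2F3 gRNA and had 7 reads in the non-targeting library, and AL662899.2 was listed at 0 with COLCA2 gRNA 1.

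**Figure D2:**
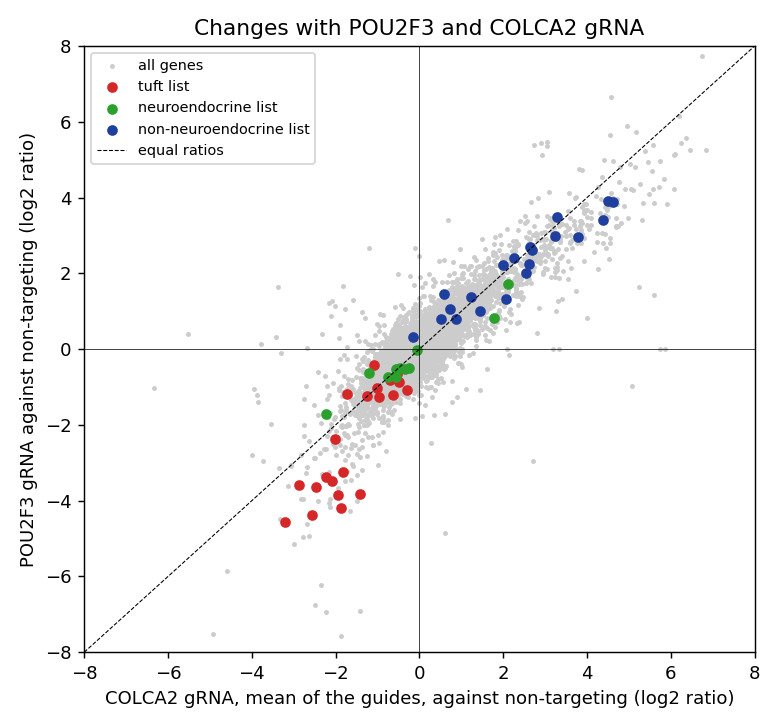
Log2 ratio to the non-targeting library with POU2F3 gRNA (vertical axis) against the mean log2 ratio of the COLCA2 guides (horizontal axis); each point is 1 of 14940 genes, coloured points are members of the gene lists, and the dashed line marks equal ratios. The Pearson r across genes was 0.860, and all 22 tuft genes lay below 0 on both axes.

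Gene lists fixed beforehand were set against 10000 random lists matched on expression. Of the 29 tuft genes, 22 passed the expression minimum. Their median log2 ratio was -1.81 with POU2F3 gRNA, -1.42 with COLCA2 gRNA 1 and -1.62 with COLCA2 gRNA 2, each below all 10000 random lists. All 22 members were below 0 in each of these libraries. The median over the mean of the COLCA2 guides was -1.57, with an SD of 0.14 between the guides' medians. Removing the expression minimum moved the POU2F3 gRNA value most, to -1.24. The POU2F3 gRNA median of -1.81 lay in a gap between FOXI1 at -2.37 and ASCL2 at -1.26, where the list had no member. Small changes of membership therefore move that median. AVIL had a normalized count of 5093 in the non-targeting library, 242 with POU2F3 gRNA and 990 and 742 with COLCA2 gRNA 1 and 2. The corresponding counts were 771, 41.1, 273 and 162 for BMX, and 17848, 7566, 8463 and 6645 for SOX9. ALOX5 fell by 3.64 on the log2 scale with POU2F3 gRNA and had a mean log2 ratio of -2.46 ± 0.19 with the COLCA2 guides (SD, n = 2). Its counts are the sum of 2 annotated copies.

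Of the 20 neuroendocrine genes, 11 passed the minimum. The median log2 ratio of the 11 was -0.51 with POU2F3 gRNA, at the 0.09 percentile of random lists, and -0.46 with the mean of the COLCA2 guides, at the 0.27 percentile. Members moved in both directions. INSM1 had a log2 ratio of -1.72 with POU2F3 gRNA and -2.24 ± 0.034 with the COLCA2 guides, whereas SYT1 had 1.71 and 2.12 ± 0.086 (SD, n = 2). SYT1 and SCG2 had normalized counts of 5.73 and 9.55 in the non-targeting library. The 20 non-neuroendocrine genes, a list that includes YAP1, VIM, CD44 and CCN2, had a median of 2.23 with POU2F3 gRNA and 2.41 with the COLCA2 guides, each above all 10000 random lists. YAP1 rose from a normalized count of 776 to 3612 with POU2F3 gRNA, and to 2795 and 3475 with COLCA2 gRNA 1 and 2.

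The proliferation list had a median of -0.22 with POU2F3 gRNA and -0.19 with the COLCA2 guides, each at the 0.01 percentile. The p53 target list had medians of 0.25 (percentile 99.7) and 0.037 (percentile 71.2), and scaling to equal totals turned the latter to -0.032. The p53 target median with COLCA2 gRNA was 0.10 without gRNA 1 and 0.024 without gRNA 2. The mean over the p53 target list was 0.46 with POU2F3 gRNA and 0.50 with COLCA2 gRNA, because a few members rose strongly. GDF15, CDKN1A, FAS and PHLDA3, named after their values were seen, had mean log2 ratios of 3.89 ± 0.083, 2.08 ± 0.096, 1.51 ± 0.16 and 1.40 ± 0.00019 with the COLCA2 guides (SD, n = 2), and 3.04, 1.81, 1.47 and 0.95 with POU2F3 gRNA. The interferon list had medians of 0.13 (percentile 84.6) and 0.34 (percentile 99.7). The 14 reference genes had medians of 0.12 (percentile 93.7) and 0.27 (percentile 99.2), so shifts of that size also occurred in genes often used as references.

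**Figure D3:**
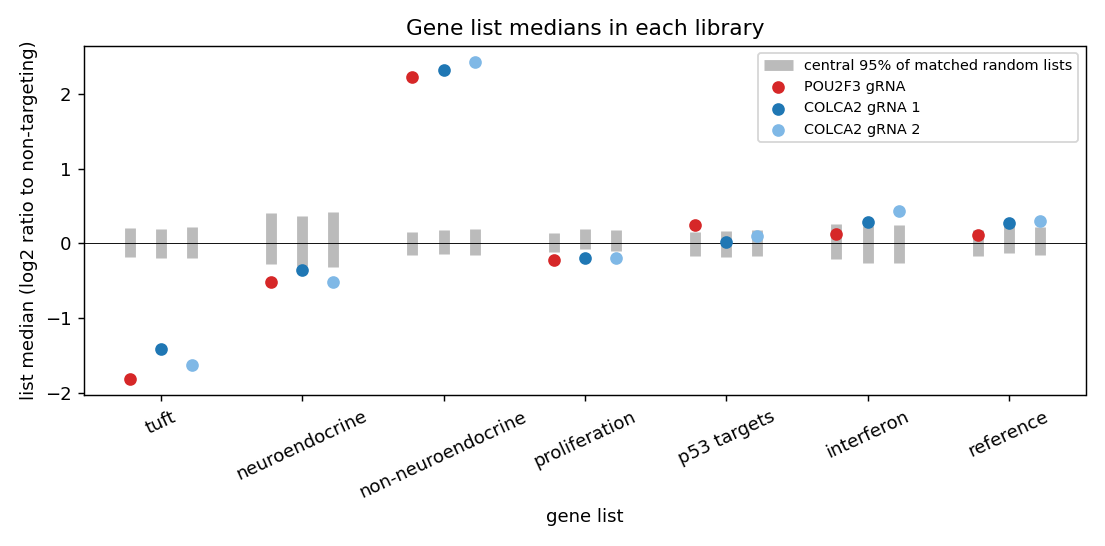
Median log2 ratio to the non-targeting library of the genes of each list; each point is 1 library and the grey bars span the central 95% of 10000 random lists matched on expression. The tuft list lay at -1.81, -1.42 and -1.62 and the non-neuroendocrine list at 2.23, 2.32 and 2.43, outside the bars.

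The POU2F3 gRNA library was also compared directly with the COLCA2 libraries, which leaves the non-targeting library out. It had 231 genes at least 2-fold lower and 229 higher than COLCA2 gRNA 1, and 268 lower and 205 higher than COLCA2 gRNA 2, beside the 331 genes that differed between the guides. The tuft list had a median difference of -0.64 from the mean of the guides, below all 10000 random lists and larger than the SD of 0.14 between the guides. With a minimum mean of 100 it was -0.36, still below all 10000 random lists. Of its 22 members, 19 were lower with POU2F3 gRNA than with the mean of the COLCA2 guides. DCLK1 was among the others, with a log2 ratio of -0.43 against -1.09 ± 0.063 (SD, n = 2). The non-neuroendocrine list had a median difference of -0.074, at the 17.5 percentile, and the neuroendocrine list -0.048, at the 34.1 percentile. Without COLCA2 gRNA 1 these were -0.19 and -0.11, and without COLCA2 gRNA 2 they were 0.030 and -0.20. The median difference of the reference genes was -0.19, at the 0.12 percentile. Lists also differed between the guides. The median of gRNA 1 minus gRNA 2 was 0.14 for the tuft list, at the 99.9 percentile, -0.15 for the non-neuroendocrine list, below all 10000 random lists, and -0.14 for the p53 target list, at the 0.18 percentile. It was 0.045 for the proliferation list (percentile 87.7), -0.026 for the neuroendocrine list (percentile 31.0), -0.11 for the interferon list (percentile 6.97) and -0.0016 for the reference genes (percentile 24.2).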

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

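A count is called changed here when it moved by more than 1.5 times, and another value when it moved by more than the SD between the COLCA2 guides, a spread that was also used for POU2F3 gRNA because that group has no other. No paired analysis was possible because the groups share fewer than 2 replicate numbers. No targeted-gene value, correlation, or median ratio to the non-targeting library of the tuft, neuroendocrine or non-neuroendocrine list changed sign under any alternative that was run. The per-row values, the exclusion of genes listed at 0 and the variation of the medians of every list but the tuft and neuroendocrine ones, and of the list differences between POU2F3 and COLCA2 gRNA, were chosen after seeing the data.

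The 3 scalings changed no count, targeted-gene value, correlation or median of the tuft, neuroendocrine or non-neuroendocrine list by these limits. Under them the median of all genes lay within 0.079 of 0 in each library. The share of higher genes stayed within 10 percentage points of 68.8% for POU2F3 and 74.1% for COLCA2 under each scaling. A pseudocount of 0.1 gave an r of 0.842. A pseudocount of 10 gave 0.873 and 205 genes that differed between the guides.

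Without an expression minimum, 1639 genes were lower and 2551 higher with POU2F3 gRNA, and 1028 lower and 1857 higher with both COLCA2 guides. The guides differed at 4668 genes, and 689 were lower and 1272 higher with both targets. The tuft median was -1.24 with POU2F3 gRNA and -1.25 with COLCA2 gRNA, the neuroendocrine median with POU2F3 gRNA was -0.40 and r was 0.731. These counts grew by construction, since genes with few reads entered. With a mean of at least 100, 233 genes were lower and 631 higher with POU2F3 gRNA, 177 were lower with both COLCA2 guides, 135 were lower with both targets and 54 differed between the guides. The tuft median was then -1.25 with POU2F3 gRNA and -1.49 with COLCA2 gRNA, and r was 0.906. The tuft median was thus the lower one with POU2F3 gRNA at the chosen minimum, with COLCA2 gRNA at 100, and about equal without a minimum. With POU2F3 gRNA the shift comes from a gap in the list. The main median lay midway between FOXI1 at -2.37 and ASCL2 at -1.26, with no member between them. Without a minimum the median was the value of SOX9, -1.24. With a mean of at least 100 it lay between ASCL2 and SOX9. The alternatives thus moved the middle rank to an edge of the gap. The cause of the shift with COLCA2 gRNA was not tested.

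A threshold of 1.5-fold gave 1149 genes lower and 1822 higher with POU2F3 gRNA, 901 and 1451 with both COLCA2 guides, 597 and 1216 with both targets, and 1051 between the guides. A threshold of 4-fold gave 113 and 365, 44 and 346, 32 and 286, and 66. These follow from the threshold itself.

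Leaving out 1 COLCA2 guide at a time gave from 477 to 544 lower genes, against 302 with both, and from 962 to 1083 higher genes. The lower count rests on agreement between the guides: it was 544 without guide 1 and 477 without guide 2. The tuft median with COLCA2 gRNA lay from -1.62 to -1.42, the non-neuroendocrine median from 2.32 to 2.43 and r from 0.822 to 0.838.

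The remaining 6 lists gave 132 values under these alternatives, of which 104 moved by less than the SD between the guides, 27 moved further without a change of sign and 1 reversed. The reversal was that of the p53 target median with COLCA2 gRNA, which went from 0.037 to -0.032 with equal totals. That median was 0.10 without guide 1 and 0.024 without guide 2. As means over the list, the p53 target values were 0.46 with POU2F3 gRNA and 0.50 with COLCA2 gRNA. Equal totals also moved the proliferation median to -0.25 with POU2F3 gRNA and -0.26 with COLCA2 gRNA, and the reference median to 0.084 and 0.21.

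The median over tuft genes of the difference between POU2F3 and COLCA2 gRNA, -0.64, depended on the minimum in size and not in sign. It was -0.36 with a mean of at least 100, -0.56 without a minimum, -0.47 with a pseudocount of 10 and -0.78 as a mean over the list, and lay from -0.75 to -0.57 without 1 guide at a time. The same difference for the neuroendocrine, non-neuroendocrine, reference and squamous lists gave 48 values, of which 40 moved by less than the SD between the guides, 6 moved further and 2 reversed. The reversals were 0.023 for the neuroendocrine list with a mean of at least 100 and 0.030 for the non-neuroendocrine list without guide 2, where it was -0.19 without guide 1.

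Spearman's rho was 0.782. With the mean over a list in place of the median, the tuft value with POU2F3 gRNA was -2.32. The neuroendocrine values were -0.31 with POU2F3 gRNA and -0.23 with COLCA2 gRNA, and the non-neuroendocrine values 2.15 and 2.29. With the mean of the guides past the threshold, 453 genes were lower and 979 higher. For both targets the edgeR test was run without a minimum fold, so its counts and the 2-fold counts answer different questions. The edgeR test called 595 genes lower and 1263 higher for POU2F3, within 1.5 times of the 2-fold counts, and 1122 lower and 1709 higher for COLCA2, where it has no minimum fold. Of the 2-fold lower and higher genes, it called 257 and 715 for POU2F3 and 253 and 774 for COLCA2.

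With values per row, the tuft median was -2.37 with POU2F3 gRNA and -1.72 with COLCA2 gRNA, and r was 0.780. The POU2F3 gRNA value is that of FOXI1, an edge of the gap in the tuft list. Without the genes listed at 0, r was 0.879. Except where a value is given, the cause of these changes was not tested.

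The scalings and pseudocounts were applied to 50 of the genes named in the text or in a plot, 15 of them outside the preset rule. They gave 500 values, of which 426 moved by less than the SD between the guides. Of the rest, 72 moved further without a change of sign, 28 away from 0 and 44 towards 0, and 2 reversed. Both reversals were those of POU2AF1 with COLCA2 gRNA, at -0.067 with equal totals and -0.0072 with equal upper quartiles, and POU2AF1 had at most 98 reads in these libraries. The single non-targeting library limits every ratio, since its own chance values enter all of them.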

Other observations

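The tests of scaling, of the non-targeting library, of collagen I, of the shifts of single squamous genes, of rows listed at 0, of chance in the guide difference and of neighbouring-gene windows were chosen only after the results they bear on were seen.

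The tuft list was lower in all 3 libraries with a targeting gRNA. Scaling does not account for it: over 3 scalings the least negative median was -1.42. Nor does a trend on GC content or length, since after its removal the least negative median of the 3 libraries was -1.44. A median difference of -0.64 remained between the POU2F3 gRNA library and the COLCA2 libraries, which an unusual non-targeting library cannot cause. The size of that difference depended on the expression minimum, with -0.36 at a mean of at least 100 and -0.56 without a minimum. Each was below all 10000 random lists. A shift shared by all ratios cancels in this comparison. It therefore cannot decide how much of the fall with POU2F3 gRNA comes from the non-targeting library. Nor can it decide whether that library accounts for a part or all of the fall with COLCA2 gRNA. A biological effect of the gRNAs stays open as a hypothesis, since guide, culture and library cannot be separated with 1 library per guide. The lower COLCA2 transcript in the POU2F3 gRNA library than in the COLCA2 libraries was not explained by any test here.

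The non-neuroendocrine list rose in the same libraries. Over the scalings its smallest median was 2.19, and after removal of the GC and length trend it was 2.21. Without the non-targeting library, the median difference of -0.074 (-0.19 without COLCA2 gRNA 1 and 0.030 without COLCA2 gRNA 2) decides nothing, since 11 members were lower and 9 higher with POU2F3 gRNA than with COLCA2 gRNA. The median absolute difference was 0.36, above all 10000 random lists, against 0.17 between the guides, which lay at the 99.5 percentile. Its smallest value over the scalings and pseudocounts and without either guide was 0.35. The absolute difference has no direction, and a shift shared by all ratios cancels in it. It therefore cannot decide whether an unusual non-targeting library accounts for a part or all of the rise. Cells of another type may contribute. Of the 16 mesenchymal genes 14 passed the minimum, 13 of which had at least 20 in the non-targeting library, and their smallest median over the libraries was 1.45, above all 10000 random lists. The medians were 1.45 with POU2F3 gRNA and 1.80 with COLCA2 gRNA. FN1, the most abundant, had a normalized count of 9408 in the non-targeting library and 20729 with POU2F3 gRNA. In each library with a targeting gRNA 12 members were above 0 and 2 below. POSTN, at 32.5 in the non-targeting library, had log2 ratios of -0.93, -1.26 and -0.31 with COLCA2 gRNA 1, COLCA2 gRNA 2 and POU2F3 gRNA. DCN, at 35.3, had -0.045, 0.77 and 0.50 in the same order. A small share of mesenchymal cells rich in collagen I was not excluded. The log2 ratio of COL1A1 plus COL1A2 was 0.077 with COLCA2 gRNA 1, -0.16 with COLCA2 gRNA 2 and -0.18 with POU2F3 gRNA, but nearly all of that sum is COL1A1, whose normalized count of 1136 in the non-targeting library could hide a small share. COL1A2, at 10.5 there, had log2 ratios of 1.11, 0.78 and 0.24 in the same order. A change within the line and a mixture of mesenchymal cells both stay open.

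A wider epithelial change is a further candidate explanation. Of 20 squamous genes 12 passed the minimum, 10 with at least 20 in the non-targeting library, and their smallest median was 2.47, above all 10000 random lists; with COLCA2 gRNA it was 3.98. KRT17, the most abundant over the 4 libraries together, had a normalized count of 467 in the non-targeting library, 9530 with POU2F3 gRNA and 16567 and 19594 with COLCA2 gRNA 1 and 2. The list was lower with POU2F3 gRNA than with COLCA2 gRNA, with a median difference of -1.21, below all 10000 random lists. Between the guides, as gRNA 1 minus gRNA 2, the median difference was -0.22 for the squamous list and 0.14 for the mesenchymal list, at the 0.20 and 99.4 percentiles. Cells of 1 squamous type at different shares would shift genes alike only where the line itself adds little. Over the 9 genes with a mean of at least 100 the shifts spanned 2.21, from -2.18 to 0.030, against 0.54 between the guides. A part of that span can come from the baseline, as SFN had 744 in the non-targeting library and KRT6A 29.6. KRT5, KRT15, KRT16 and KRT17 lay furthest above it, with log2 ratios of 3.41, 4.28, 3.24 and 4.35 with POU2F3 gRNA. Their shifts of -1.89, 0.030, -1.50 and -0.92 argue against such a mixture as the whole cause for these genes. Keratin genes have close copies, so single values are uncertain.

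The high correlation between the POU2F3 and COLCA2 changes exceeded what 1 shared control gave: the highest r in 100 simulated sets was 0.614, against 0.860. That simulation takes its spread from the COLCA2 pair, and an unusual non-targeting library beyond that spread would raise r further.

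Rows listed at 0 in some libraries and well above 0 in others were common among genes with alternate copies. A candidate explanation is that reads were assigned to another copy of the same gene: 64.7% of such rows had a second row of the symbol, against 6.38% of the others, and for 97 of these 99 rows the summed gene was above 0 in every library. The remaining rows were not explained.

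COLCA2 and POU2F3 both lie on the long arm of chromosome 11, so a loss of the chromosome end beyond a Cas9 cut was tested. Genes beyond COLCA2 had a median of -0.036 with COLCA2 gRNA 1 and -0.016 with COLCA2 gRNA 2. Both lay within random sets of the same size, which argues against a loss in most cells. The genes before COLCA2 had 0.064 with gRNA 1 and 0.028 with gRNA 2, at the 100 and 94.6 percentiles. A loss in some cells was therefore not excluded. The 66 genes beyond POU2F3 had a median of -0.13 in the POU2F3 gRNA library, at the 0.70 percentile of 2000 random sets, while the genes before it had 0.021. That is what a loss in some cells would give, and the test had been set beforehand. A later comparison left it open. Of 210 windows of 66 neighbouring genes, 6 were as low against the non-targeting library. Against the COLCA2 libraries the median was only -0.014, and 83 windows were as low. With a minimum mean of 100, the 48 genes beyond POU2F3 had -0.16 and -0.080, and 2.10% and 7.56% of windows were as low. A small partial loss may be present, but it cannot be told apart from regional variation between the libraries at this size.

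The tuft list was lower with COLCA2 gRNA 2 than with gRNA 1. After removal of the GC and length trend the median difference was -0.13, so that trend is unlikely as the whole cause. The difference of gRNA 1 and gRNA 2 lay at or above that of 99.9% of random lists. It was not specific to the tuft list, since 5 of the 9 lists lay outside the central 95% of their random lists between the guides. Random lists draw genes independently, whereas the members of a list can vary together, so chance variation between the cultures cannot be told apart from an effect of the guides. The POU2F3 transcript was also lower with gRNA 2. Each guide had 1 library.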
